A study of Drosophila melanogaster with 12 samples.

How the data were processed

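The labels describe 12 RNA-seq libraries of adult male Drosophila melanogaster heads in 4 groups of 3, named Polr3E_RNAi, Sxl_RNAi, Sxl-RNA and Sxl-RAC. Per the labels' protocols, RNA was extracted with Trizol, treated with DNase, selected for poly(A) and made into Illumina libraries by a company. Poly(A) selection keeps few RNA polymerase III transcripts, so tRNA levels were outside what these libraries measure well. Whole heads hold glia, fat body, muscle and photoreceptors besides the neurons in which the transgenes were driven, which dilutes a change confined to neurons.

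The values came from 4 comparison tables, 1 per group, each against a control genotype that the labels pair with it: attP40 for Polr3E_RNAi, KK for Sxl_RNAi and an mCherry line in attP2 for both Sxl-RNA and Sxl-RAC. Per the file headers, the authors made each table with DESeq2, whose version is not stated. The deposited mean of normalized counts over the fitted libraries is a signal that is never negative. It is followed in each deposited table by a log2 fold change against the control with its standard error, also in log2 units. The deposited Wald score was the log2 fold change divided by its standard error, which held for every gene apart from rounding. The deposited p-value and adjusted p-value come from that Wald test. Aligner, read counter, genome build, gene annotation, filters, strand handling and the number of control libraries are not stated. Values per library and control libraries were not analysed here, so no replicate could be compared with another and no model was refitted. Counts of genes called, standard errors and adjusted p-values are therefore those of the authors' model.

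Each table lists 17609 gene identifiers. Symbols, chromosomes, coordinates and exonic lengths were taken from the Ensembl annotation of the fly genome build BDGP6.54, in which 17599 of the identifiers were found and 10 were not. The build the authors used is not stated, so the coordinates printed are those of BDGP6.54. DESeq2 gives no adjusted p to genes with low counts or with an extreme count in a single library, and such genes were left without one here and out of every count of calls.

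A gene was called at an adjusted p under 0.05, the main threshold. Tables were compared in pairs by Spearman's correlation of log2 fold changes across genes with a mean normalized count of at least 100 in both, and by Fisher's exact test (two-sided) on the overlap of called genes, adjusted by the Benjamini-Hochberg method over the 6 pairs. Genes are not independent replicates, so the correlations have no p. For tables that may share control libraries, 100 simulations of unchanged groups against 1 control, drawn from the deposited standard errors, gave the correlation a shared control makes by itself. Differences between fold changes of 2 tables were tested with a normal approximation from both standard errors, which treats the tables as independent, and adjusted over all genes compared.

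For gene lists, limma's cameraPR was run on the Wald score (two-sided, preset inter-gene correlation 0.01) over genes with a mean normalized count of at least 10. The 28 lists and the X chromosome gave 104 combinations of list and table with at least 5 genes, adjusted together. For the X chromosome, the median log2 fold change of X genes minus that of genes on 2L, 2R, 3L and 3R was placed among 10000 random gene lists of the same size matched on mean normalized count. That percentile describes the genes of these tables and is not a p-value.

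Implied group means were computed from the deposited mean and fold change under the assumption of 3 control and 3 treated libraries. No fold was given for a gene whose lower implied mean was under 3. Spreads between group means are robust standard deviations, computed from the interquartile range of log2 differences over 6901 genes with a mean of at least 500 in all tables, after centring. The implied group means, the adjustment, the X chromosome median and the list test were tested on simulated data, and the other statistics were not. With Sxl-RAC means for 7062 genes, the recomputed adjustment called 99.5% of 200 genes changed 2-fold by simulation, and 8.72% of its calls were unchanged genes. The called genes of Sxl-RAC had a median absolute log2 fold change of 0.52, below that size, so this share does not apply to most of them. In a simulation from the standard errors of these genes, a lowering of X genes by 0.1 came back as -0.099. In a simulation on 11698 genes of Sxl_RNAi, cameraPR gave an unadjusted p under 0.05 for 3.73% of unshifted lists. Genes were drawn independently there, so this rate does not cover lists whose genes vary together.

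The groups, the tests of called genes, target genes, pairs of tables, gene lists and the X chromosome, the 28 lists, the main thresholds and most alternatives were fixed before the data were examined. So was the rule for naming genes: Sxl and Polr3E in every table; in each table the 5 largest rises and 5 largest falls among called genes with a mean of at least 50; 10 genes called in the most tables; 5 genes called in both knockdown tables with the smallest adjusted p; and called members of a list under discussion. Alternatives covered the threshold, the size of change, the adjustment, filters on low counts, centring, an empirical null that rescales the Wald scores by their central spread, other correlations and other forms of the list test. Added after the data were seen were a correction for the trend with exonic length (20 bins), comparisons without chromosome 3, other assumed library numbers for the implied means and random lists matched on length, count or both. So were the differences between tables, the implied group means with their distances, the correlation with length, and the tests of genes without a p, of chromosome 3, of neighbouring genes and of marker genes for fat body, heat and yolk. A correlation was called unmoved within 0.1 of its main value, a tolerance chosen for want of replicate values. Percentiles for trimmed means were corrected once after results had been seen. Changed after their values had been seen were also the test of yolk protein genes, from Yp2 to the median of 3 genes, with its reading, and the comparison of neighbouring called genes, which gained a binomial test. Analyses used Python 3.11, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.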

Results

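Whole-head poly(A) RNA was sequenced from adult male flies in which a transgene had been switched on in neurons. The driver was nSyb-GAL4, which is active in neurons, held off by the temperature-sensitive repressor GAL80ts at 18 °C and released for 4 days at 29 °C once the adults had emerged. There were 4 groups of 3 libraries. Polr3E_RNAi and Sxl_RNAi carried hairpins against Polr3E, a subunit of RNA polymerase III, the enzyme that makes tRNAs, and against Sex-lethal (Sxl), an RNA-binding protein known as the master switch of female development and dosage compensation. Sxl-RNA expressed an Sxl form altered in its RNA-binding regions, and Sxl-RAC another Sxl form that the labels do not describe further. The series asked about a role of Sxl in tRNA synthesis in male neurons, and each comparison asked which head transcripts differed from the matching control.

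Depth per library is unknown, because the tables hold means only. The mean normalized counts in the authors' deposited table summed to 65786970 for Polr3E_RNAi, 71662520 for Sxl_RNAi, 72964412 for Sxl-RNA and 69613370 for Sxl-RAC. At this depth 9189, 9290, 9363 and 9020 genes had a mean of at least 100, and their median standard error of the log2 fold change was 0.13, 0.14, 0.17 and 0.13 in the same order of the authors' deposited tables. The 10 most abundant genes took 17.5%, 13.1%, 13.1% and 20.2% of the summed means.

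The targeted genes were examined first. Sxl (FBgn0264270, minus strand of X, 7074550 to 7098053 in BDGP6.54, protein coding) did not fall in the comparison named for its knockdown: the authors' deposited table for Sxl_RNAi gave a log2 fold change of 0.22 ± 0.13 (standard error, adjusted p 0.55). Polr3E (FBgn0028402, plus strand of 3L, 21031825 to 21033561, protein coding) fell by 0.65 on the log2 scale in the authors' deposited table for Polr3E_RNAi (standard error 0.14, adjusted p 4.5e-04), so its level fell by 36.1%. In the authors' deposited table for Sxl-RAC, Sxl rose by 0.56 ± 0.08 (adjusted p 2.0e-09) while Polr3E stood at 0.03 ± 0.15 (adjusted p 0.93). The table labelled Sxl-RNA went against its label. In this authors' deposited table Sxl stood at 0.15 ± 0.16 (adjusted p 0.87), and Polr3E rose by 3.27 ± 0.14, a 9.67-fold rise with the smallest adjusted p of the table (2.9e-115). The other target values in the authors' deposited table were not past the threshold: Sxl at -0.06 ± 0.10 in Polr3E_RNAi (adjusted p 0.98) and Polr3E at -0.08 ± 0.11 in the table labelled Sxl_RNAi (adjusted p 0.88). Adjusted over the list alone, that is over the 2 target genes, the same 3 of 8 values passed 0.05 as over all genes tested. Reads cannot be assigned to the endogenous gene or the transgene for either target. Of the alternatives, centring moved these values most, taking Polr3E in the table labelled Sxl-RNA to 3.29. Because their target genes did not move as named, directions drawn from the tables labelled Sxl_RNAi and Sxl-RNA refer to the table and not to a known change in Sxl.

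**Figure D1:**
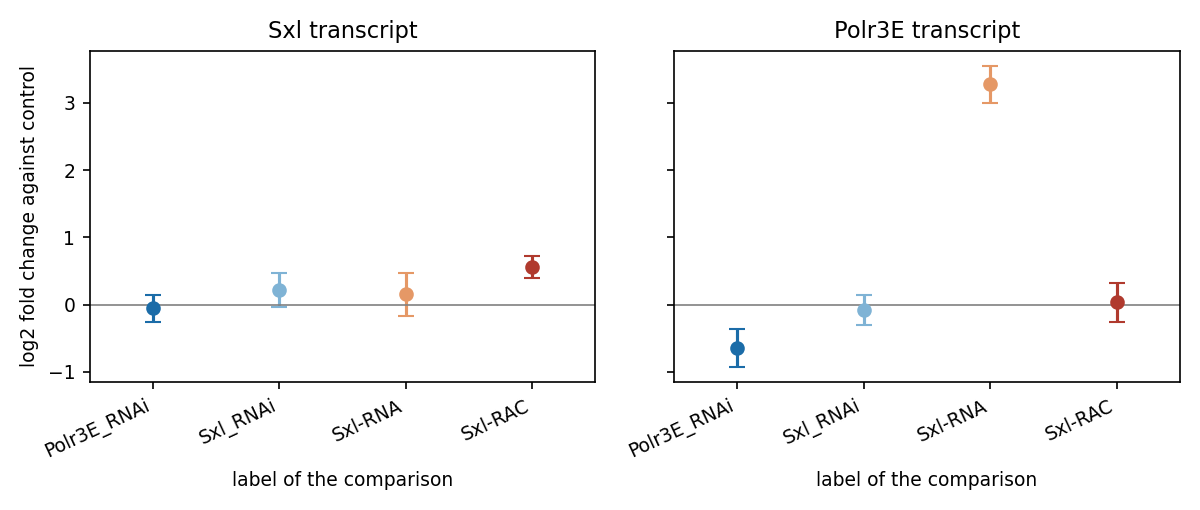
Log2 fold change of the Sxl and Polr3E transcripts against the matching control in the 4 comparisons, as points with 95% intervals from the deposited standard errors. Sxl was raised in Sxl-RAC (0.56) and Polr3E was lowered in Polr3E_RNAi (-0.65) and raised in the table labelled Sxl-RNA (3.27), and the other 5 intervals include 0.

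The number of called genes differed widely. For Polr3E_RNAi the authors' deposited table called 373 genes (127 higher, 246 lower), or 2.99% of 12487 tested. The table labelled Sxl_RNAi called 315 (133 higher, 182 lower), or 2.67% of 11804, and the table labelled Sxl-RNA called 500 (322 higher, 178 lower), or 3.85% of 12983. Sxl-RAC called 2326 (1149 higher, 1177 lower), or 18.0% of 12941. The count for Sxl-RAC depended most on the null distribution used: rescaling the Wald scores by their central spread, which was 2.06 in Sxl-RAC and 1.05 in Polr3E_RNAi, left 250. That is fewer than the 309 it left in Polr3E_RNAi and the 314 in the table labelled Sxl-RNA, so the order of the tables changed. In Sxl-RAC the log2 fold change was also correlated with exonic length across genes (Spearman -0.44). That correlation was -0.27 in the table labelled Sxl-RNA, -0.11 in the one labelled Sxl_RNAi and 0.003 in Polr3E_RNAi. Called genes of Polr3E_RNAi and of the table labelled Sxl_RNAi lay on chromosome 3 in 63.5% and 55.1% of cases, against 44.4% and 44.2% of tested genes.

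In Polr3E_RNAi, yellow (y, FBgn0004034, X 356509 to 361245) rose by 4.81 ± 0.16 (adjusted p 8.2e-195) in the authors' deposited table, a 28.0-fold rise. The other large rises in that authors' deposited table were CecC (5.24 ± 1.48), CG43291 (4.10 ± 0.34), Hsp70Bb (3.33 ± 0.23) and FoxL1. FoxL1 has no fold here because its implied control mean was under 3. The largest falls in the same authors' deposited table were CG3397 (no fold for the same reason), mthl8 (-5.23 ± 0.48), CG12224 (-4.21 ± 0.38), Lsp1alpha (-2.62 ± 0.47) and CG13059 (-2.36 ± 0.41). CG3397 and CG12224 are neighbours on 3R, at 11983098 to 11984541 and 11980704 to 11982062. CecC, with a large standard error and near-identical relatives, is uncertain.

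In the table labelled Sxl_RNAi, white (w, FBgn0003996, X 2790599 to 2796466) rose by 6.01 ± 0.13 and Hsp70Bb (FBgn0013278, 3R 12505793 to 12508139) by 11.58 ± 0.26, both with p listed as 0 in the authors' deposited table. Its other large rises in the authors' deposited table were mthl8 (no fold), CG43182 (5.44 ± 0.28) and Hsp70Ba (4.95 ± 0.28). Among the falls in the same authors' deposited table were CG14106 (-6.65 ± 0.43), alphaTry (-4.84 ± 1.37) and pav (-4.12 ± 0.62), together with CG18586 and CG33263, both without a fold. CG14106 and CG33263 lie next to each other on 3L, at 13424571 to 13425671 and 13423320 to 13424168. Copies of Hsp70 are near-identical and how reads were split among them is not stated, so the change of a single copy is uncertain.

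The 5 largest rises of the table labelled Sxl-RNA exceeded that of Polr3E. They were CG4650 (5.05 ± 0.34), insb (4.63 ± 0.49), CG31683 (3.95 ± 0.24), CG12224 (3.79 ± 0.38) and CG3397, which has no fold, in the authors' deposited table. Its largest falls in the authors' deposited table were CG11349 (-6.00 ± 0.42), Hsp70Bb (-4.86 ± 0.28), y (-4.39 ± 0.27), hll (-4.26 ± 0.29) and CG15615 (-3.98 ± 1.28). In Sxl-RAC the authors' deposited table had the largest rises for lncRNA:CR45150 (6.92 ± 0.95), Cyp4p2 (4.97 ± 0.22), Ugt37A3 (4.32 ± 0.80), lncRNA:CR43459 (4.18 ± 0.14) and Cyp4e3 (3.62 ± 0.41). Its largest falls in the authors' deposited table were Mur18B (no fold), Ir75a (-3.83 ± 0.31), y (-3.38 ± 0.21), Ir75b (-2.96 ± 0.46) and TpnC4 (-2.70 ± 0.34). Ir75a and Ir75b are adjacent on 3L, at 17815570 to 17817921 and 17818073 to 17820193.

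The knockdown tables were compared to ask whether lowering Polr3E and driving the Sxl hairpin moved the same genes. Across 9054 genes, log2 fold changes in the authors' deposited tables for Polr3E_RNAi and Sxl_RNAi had a Spearman correlation of 0.31. The tables shared 50 called genes where 9.52 would fall together by chance (odds ratio 6.89, adjusted p 2.0e-22), and 39 of the 50 moved in the same direction. The correlation was 0.17 by Pearson's method, the alternative that moved it most. A control shared by both tables would by itself give 0.39, though their control genotypes differ. The 5 called genes with the smallest adjusted p in both included only Hsp70Bb with the same direction. In the authors' deposited tables mthl8 was higher in the table labelled Sxl_RNAi and lower in Polr3E_RNAi, Rh5 stood at 1.06 ± 0.15 and -0.92 ± 0.10, CG6912 at 1.52 ± 0.11 and -0.74 ± 0.11, and Cpr11B at -1.51 ± 0.17 and 1.14 ± 0.19. The largest of these adjusted p values was 2.6e-07.

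The overexpression tables were compared to ask whether altering the RNA-binding regions of Sxl changed its effect. Sxl-RAC and the table labelled Sxl-RNA, read from the authors' deposited tables, had a correlation of 0.37 across 8903 genes. A control shared by both would give 0.35 with no effect at all. The control means implied by these tables lay 0.57 apart (robust standard deviation, log2), which argues against shared control libraries. The simulated values of a shared control therefore may not apply. The tables shared 217 called genes, against 89.0 by chance (odds ratio 3.88, adjusted p 4.1e-42), of which 203 moved in the same direction. At an unadjusted p under 0.05 in both tables there were 549 genes, 91.3% in the same direction, against 55.1 genes and 98.4% in the simulation. Since Polr3E and not Sxl was raised in the table labelled Sxl-RNA, this pair does not compare 2 raised forms of Sxl.

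Across the kinds of perturbation the correlations were negative. The odds ratios and adjusted p values below (Fisher's exact test) concern how many called genes were shared, whatever their direction. No test of direction was run. Sxl-RAC had a correlation of -0.16 with Polr3E_RNAi and of -0.16 with the table labelled Sxl_RNAi. Of 194 genes called in both Sxl-RAC and Polr3E_RNAi, 171 moved in opposite directions (odds ratio 5.34, adjusted p 1.3e-50), and of 115 called in both Sxl-RAC and the table labelled Sxl_RNAi, 99 did (odds ratio 2.60, adjusted p 7.0e-14). The table labelled Sxl-RNA had a correlation of -0.22 with Polr3E_RNAi, with 52 of 75 shared calls in opposite directions (odds ratio 7.41, adjusted p 8.7e-34). Its correlation with the table labelled Sxl_RNAi was -0.04 (odds ratio 4.17 and adjusted p 1.1e-12 for the overlap). Of those 42 shared calls, 24 were opposite and 18 the same, near an even split. Among genes called in at least 1 of the tables, the correlation of Sxl-RAC with the table labelled Sxl_RNAi was -0.41.

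**Figure D2:**
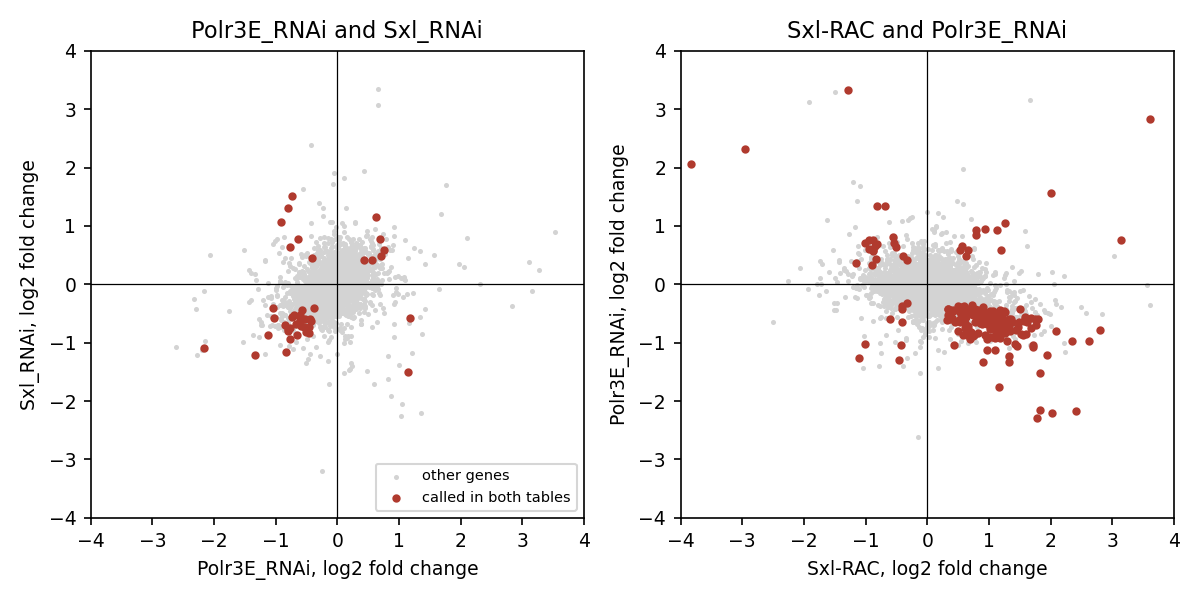
Log2 fold changes per gene for genes with a mean normalized count of at least 100 in both tables, Polr3E_RNAi against the table labelled Sxl_RNAi on the left and Sxl-RAC against Polr3E_RNAi on the right, with genes called in both in red. Of the red genes 39 of 50 changed in the same direction on the left, and 171 of 194 in opposite directions on the right, counted over all called genes (13 and 4 genes lie outside the axes).

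Of 2937 genes called in at least 1 table, 80 were called in exactly 3 and 12 in 4. In 11 of the 12 the direction was the same in both knockdown tables and opposite in both overexpression tables, and 8 of these were lower in the knockdown tables. The exception was Nepl20, which fell in Polr3E_RNAi only. The gene y followed the pattern in the authors' deposited tables with 4.81 in Polr3E_RNAi, 1.57 in the table labelled Sxl_RNAi, -4.39 in the one labelled Sxl-RNA and -3.38 in Sxl-RAC. Hsp70Bb did so with 3.33, 11.58, -4.86 and -1.29 in the same order of the authors' deposited tables. Both genes may count reads from transgene vectors, as set out below, so they are unsafe examples of the pattern. Their implied control means also differed widely. In the same order they were 94, 46, 1197 and 869 for y and 70, 32, 4374 and 3115 for Hsp70Bb. The detoxification genes Ugt37B1 and Cyp6t1 were lower in the knockdown and higher in the overexpression tables. The authors' deposited tables gave -2.16, -1.09, 1.37 and 1.84 for Ugt37B1 and -1.13, -0.86, 0.55 and 0.97 for Cyp6t1. CG18547, CG13315, Nepl18 and Nepl21 were likewise lower in the knockdown and higher in the overexpression tables. Outside the rule for naming, Cyp28d1 and Aldh7A1 also ran this way, chosen after their values were seen. CG8157 was higher in the knockdown and lower in the overexpression tables. Nepl18, Nepl20 and Nepl21 are related genes within 28875621 to 28886015 on 3R, and their separate counts are uncertain.

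Of the 104 combinations of gene list and table, 33 passed an adjusted p of 0.05 in cameraPR (37 at an unadjusted p under 0.05). A preset inter-gene correlation of 0.05 left 18. Log2 fold changes in place of Wald scores kept only 14 of the 33, the fewest of the alternatives, and passed 22 in all. The 15 that did not hold at the correlation of 0.05 were cytochrome P450 genes in every table but Sxl-RAC, tRNA synthetases in both knockdown tables, proteasome genes in both overexpression tables, mitochondrial ribosomal proteins in the table labelled Sxl_RNAi and in Sxl-RAC, X genes in Sxl-RAC, and single lists in the tables labelled Sxl_RNAi (ATF4 targets, odorant-binding proteins, cytosolic ribosomal proteins) and Sxl-RNA (glutathione transferases, oxidative phosphorylation). Log2 fold changes lost the same 15 and 4 more, which were RNA polymerase III genes in the table labelled Sxl-RNA and ATF4 targets, synaptic genes and oxidative phosphorylation in Sxl-RAC. Cytosolic ribosomal protein genes shifted in all 4 tables. In Polr3E_RNAi 86 of 87 were lower, with a median log2 fold change of -0.23 (adjusted p 1.0e-13) and 1 gene called. The table labelled Sxl_RNAi had 69 of 87 lower, with a median of -0.08 (adjusted p 0.022) and none called. They were higher in the table labelled Sxl-RNA, with 82 of 86 and a median of 0.27 (adjusted p 3.9e-07) and none called, and in Sxl-RAC, with 85 of 86, a median of 0.49 (adjusted p 1.0e-31) and 72 called. Set against random lists of the same exonic length and mean count, the median differed by -0.21, -0.06, 0.13 and 0.30 in these tables. The second of these lay inside the range of the random lists.

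The RNA polymerase III list holds subunits of the enzyme and associated factors such as Brf, Bdp1, La and Maf1. Its genes had a median of -0.03 in the table labelled Sxl-RNA, where cameraPR gave an upward shift (adjusted p 0.0013) and the mean was 0.23. The adjusted p ran from 3.1e-04 to 0.70 over the alternatives, with 0.55 for log2 fold changes and the highest for ranks. Without Polr3E the median of the other 13 was -0.03 with 5 higher and 8 lower, and none called. In the other tables this list did not pass the threshold (adjusted p 0.92 in Polr3E_RNAi, 0.70 in the table labelled Sxl_RNAi and 0.79 in Sxl-RAC), and in Polr3E_RNAi its median was 0.07 but its mean -0.03. Nuclear tRNA genes, of which 6 to 16 were measured in poly(A) RNA, did not pass it in any table, with adjusted p values of 0.88, 0.74, 0.76 and 0.29 in the order Polr3E_RNAi, Sxl_RNAi, Sxl-RNA and Sxl-RAC. Their medians were -0.01 (3 of 6 lower, with a mean of 0.15), 0.31 (6 of 8 higher), 0.26 (10 of 13 higher) and -0.54 (12 of 16 lower) in that order. Only the last lay outside the range of random lists of the same exonic length and mean count (-0.39 to 0.41). So few genes leave a shift of this size undecided. Among tRNA genes of any count, the authors' deposited tables called tRNA:Pro-TGG-1-4 higher in the table labelled Sxl-RNA (adjusted p 6.1e-04) and tRNA:Glu-TTC-1-2 lower in Sxl-RAC (adjusted p 0.019), both named after their values were seen, and such genes have near-identical copies. The tRNA synthetase genes were lower in Polr3E_RNAi (median -0.10, 17 of 21 lower, adjusted p 0.036) and in the table labelled Sxl_RNAi (median -0.12, 18 of 21 lower, adjusted p 0.024), none of them called. Sex determination genes passed in none of the tables (adjusted p 0.92, 0.76, 0.78 and 0.79 in the same order).

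Cytochrome P450 genes were lower in Polr3E_RNAi (median -0.10, adjusted p 0.0072) and in the table labelled Sxl_RNAi (-0.09, adjusted p 0.035), and higher in the table labelled Sxl-RNA (0.11, adjusted p 0.028) and in Sxl-RAC (0.32, adjusted p 1.3e-06). Glutathione transferase genes were higher in Sxl-RAC (0.43, 23 of 31 higher, adjusted p 1.1e-06) and in the table labelled Sxl-RNA (0.17, 25 of 34, adjusted p 0.028). The list named for targets of the stress factor ATF4 also holds other genes, among them crc, the gene of the factor itself. This list was lower in the table labelled Sxl_RNAi (-0.21, 9 of 11 lower, adjusted p 0.019) and higher in Sxl-RAC (0.43, 9 of 11 higher, adjusted p 0.0086). In the former its 2 called members were crc (-0.47) and Ldh (-0.60). In Sxl-RAC 5 members were called higher, crc (0.49) among them. Immune peptide genes were higher in Polr3E_RNAi (1.86, 22 of 24 higher, 3 called and 5 without a p, adjusted p 1.4e-09) and in the table labelled Sxl-RNA (0.56, 19 of 22, 2 called, adjusted p 0.0035). Sxl-RAC had the most called members, 8 higher and 6 lower of 21, with a median of 0.07, a mean of -0.19 and an adjusted p of 0.87. The table labelled Sxl_RNAi had 1 called higher and 2 lower of 20 (median 0.30, adjusted p 0.66). Heat-shock genes were higher in Polr3E_RNAi (0.13, 12 of 16, adjusted p 2.7e-04) and in the table labelled Sxl_RNAi (0.29, 16 of 16, adjusted p 5.3e-51). They were lower in the table labelled Sxl-RNA (-0.25, 11 of 16, adjusted p 2.3e-04) and in Sxl-RAC (-0.42, 17 of 18, adjusted p 9.8e-06), and the Hsp70 copies belong to this list. By ranks the shifts in Polr3E_RNAi and in the table labelled Sxl-RNA did not pass (adjusted p 0.065 and 0.061), and over the other alternatives their adjusted p ran up to 0.026 and 0.021. Of 8 heat-inducible genes outside the Hsp70 family, 4 were higher and 4 lower in Polr3E_RNAi (median 0.09). There the authors' deposited table called Hsp67Bc higher (0.85) and Hsp26 lower (-0.93). In the table labelled Sxl-RNA 3 were higher and 5 lower (median -0.08), and the authors' deposited table called Hsp67Bc higher (0.97) and Hsp23 lower (-0.85). The medians were 0.23 in the table labelled Sxl_RNAi (7 of 8 higher) and -0.27 in Sxl-RAC (7 of 8 lower).

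Synaptic genes were lower in Sxl-RAC (median -0.25, 20 of 26 lower, 12 called, adjusted p 1.1e-06), but random lists of the same length and count had a median of -0.23 and the synaptic median lay inside their range. The same held in Sxl-RAC for nuclear genes of oxidative phosphorylation (0.16, adjusted p 1.3e-04), the proteasome (0.14, adjusted p 0.013) and mitochondrial ribosomal proteins (0.15, adjusted p 0.011). In the table labelled Sxl-RNA, oxidative phosphorylation genes (0.17, adjusted p 0.017) lay inside that range, while proteasome genes (0.17, adjusted p 0.0068) and genes of the mitochondrial genome (-0.40, 17 of 18 lower, adjusted p 0.0048) lay outside. The remaining shifts past the threshold were Jonah proteases (-2.11, 7 of 8 lower, adjusted p 4.6e-04), odorant-binding proteins (0.19, 24 of 33 higher, adjusted p 0.027) and mitochondrial ribosomal proteins (0.11, 63 of 72 higher, adjusted p 0.015) in the table labelled Sxl_RNAi, and Turandot genes (3.87, 5 of 5 higher, none called and 3 without a p, adjusted p 3.2e-04) in the table labelled Sxl-RNA.

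**Figure D3:**
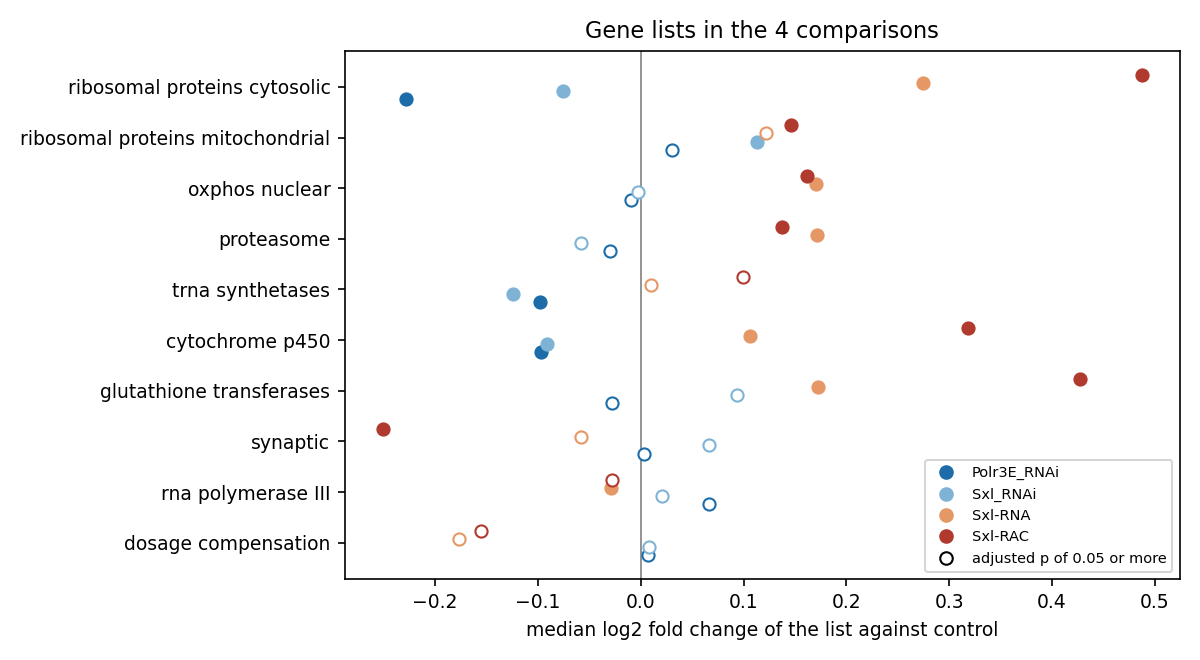
Median log2 fold change of 10 gene lists in the 4 comparisons, with filled points where the adjusted p of cameraPR was under 0.05 and open points elsewhere. Cytosolic ribosomal protein genes ran from -0.23 in Polr3E_RNAi to 0.49 in Sxl-RAC.

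Sxl controls X-chromosome dosage compensation in the fly, so X genes were set against autosomal genes. The X median minus the autosomal median was -0.0038 in Polr3E_RNAi (percentile 32.9 among random lists), 0.0086 in the table labelled Sxl_RNAi (percentile 97.7) and -0.0073 in the table labelled Sxl-RNA (percentile 10.9), each from the authors' deposited table. In Sxl-RAC the authors' deposited table gave -0.14, lower than every one of the 10000 random lists, and 64.6% of 1533 X genes were lower against 46.5% of 7375 autosomal genes. As a list in cameraPR, X genes of Sxl-RAC had an adjusted p of 3.9e-04, which ran from 5.7e-05 to 0.23 over the alternatives. Leaving out called genes moved the Sxl-RAC value most, to -0.063, still below all random lists. The dosage compensation list passed in none of the tables (adjusted p 0.92, 0.39, 0.17 and 0.096 in the order above). Of its members, the authors' deposited tables called lncRNA:roX2 (0.67 ± 0.10, adjusted p 1.1e-08) in the table labelled Sxl_RNAi and lncRNA:roX1 (-0.49 ± 0.12, adjusted p 4.8e-04) and Unr (-0.43 ± 0.10, adjusted p 3.9e-04) in Sxl-RAC. The transcript of msl-2, whose translation Sxl blocks in females, stood at -0.15 ± 0.12 in the authors' deposited table for Sxl-RAC (adjusted p 0.43).

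**Figure D4:**
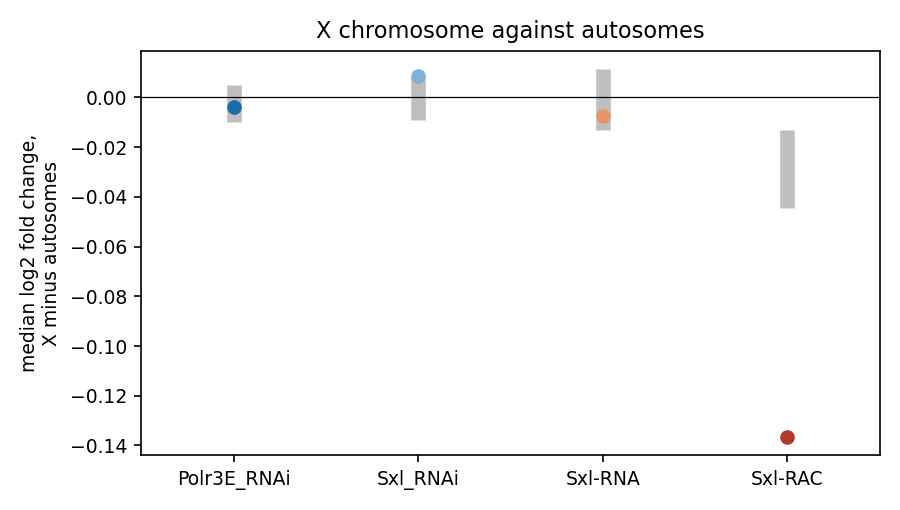
Median log2 fold change of X genes minus that of autosomal genes in the 4 comparisons (points), with the range of the middle 95% of 10000 random lists matched on mean count (bars). The Sxl-RAC point at -0.14 lies below its bar, the point of the table labelled Sxl_RNAi (0.0086) lies just above its bar, and the other two lie inside theirs.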

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

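Of the tests in this part, only that of the genes next to Polr3E was chosen before its result was seen, and the tests of Sxl and of immune genes without a p, and the differences between tables, were chosen after.

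The change of Polr3E differed between the overexpression tables. It was larger by 3.24 (log2) in the table labelled Sxl-RNA than in Sxl-RAC (normal approximation, adjusted p 1.8e-56 over 4 target differences), while the change of Sxl was larger by 0.40 in Sxl-RAC (adjusted p 0.037). Values per library were not analysed, so a single unusual library could not be looked for. A copy-number or strain difference around Polr3E would raise its neighbours, but the 10 nearest genes had a median log2 fold change of 0.11 with none called, which argues against it. Sxl itself stood at 0.15 in the table labelled Sxl-RNA, and the other genes of the RNA polymerase III list had a median of -0.03. A candidate explanation is that this table was computed from libraries in which a Polr3E transgene was expressed, or that libraries or tables were exchanged in labelling. The level of Sxl is part of the pattern and no independent test of this, so it stays open. An effect of the altered Sxl form on the Polr3E gene itself stays open, untested, since the transgene and the endogenous gene were not counted apart. Until that is settled, results of the table labelled Sxl-RNA cannot be read as effects of the RNA-binding regions of Sxl.

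In the knockdown tables the change of Polr3E was larger by 0.56 in the table labelled Sxl_RNAi than in Polr3E_RNAi, where it fell (adjusted p 0.0040). Polr3E is the gene targeted in the latter. The change of Sxl was not shown to differ between the same tables (0.27 higher in the one labelled Sxl_RNAi, adjusted p 0.099). That difference involves 2 controls, so it cannot show whether Sxl fell against its own. Against its own control Sxl stood at 0.22 ± 0.13 in the authors' deposited table labelled Sxl_RNAi (adjusted p 0.55). No fall of the Sxl transcript was therefore measured in whole heads. A fall confined to neurons, or one of a minor isoform, was not measured by these gene-level values.

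Across all genes, 140 changed differently in the knockdown tables (75 higher in the table labelled Sxl_RNAi), and 338 in the overexpression tables (182 higher in Sxl-RAC), at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 768 and 1510. The test treats the tables as independent. If control libraries were shared, it would overstate the standard error of a difference. Control genotypes differed between the knockdown tables, so differences of strain are confounded with the hairpin, and no biological explanation was tested for these genes.

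Immune peptide genes without a p in Polr3E_RNAi were the last such result. Of 24 with a mean of at least 10, 5 had a fold change but no p (DptA, DptB, Dro, Drs and Mtk), against 0.234% of the other genes (Fisher's exact test, adjusted p 5.8e-08 over 12 tests), and 0 in each other table. They were named because of this result and not by the rule for naming genes. Their log2 fold changes in the authors' deposited table ran from 2.58 to 3.53, with standard errors from 1.23 to 1.70. DESeq2 withholds a p where a single library has an extreme count, so extreme values in single libraries are the usual reason for one to be missing, but the 5 genes are the pattern itself and no test of where such values came from. Turandot genes showed the same in the table labelled Sxl-RNA, where 3 of 5 had no p (adjusted p 1.3e-05). An infection or injury of single flies and an effect of the knockdown on immunity that varied between libraries cannot be told apart without values per library, which makes the upward shift of immune peptide genes in Polr3E_RNAi uncertain as an effect of the knockdown.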

How the results depend on the processing

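The correction for exonic length, the comparisons without chromosome 3 and the settings of the implied control means were chosen after the data were seen, and the other alternatives before.

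The target genes kept their side of the threshold under the 3 alternatives run for each (24 values), of which only centring was able to move a direction, and did not. The 33 list results past the threshold kept the direction that cameraPR gave with log2 fold changes, ranks and other filters on low counts, where they were tested, while another inter-gene correlation cannot change it. Of 44 counts of called genes, 27 stayed within 1.5 times the main count. At an adjusted p under 0.01 there were 226 called genes in Polr3E_RNAi, 160 in the table labelled Sxl_RNAi, 312 in the one labelled Sxl-RNA and 1492 in Sxl-RAC. Requiring an absolute log2 fold change of at least 1 left 103, 91, 244 and 480 in the same order, and one of at least 0.58 left 207 in the table labelled Sxl_RNAi and 994 in Sxl-RAC. Bonferroni adjustment left 120, 75, 175 and 611. These lower counts follow from the stricter rules. The empirical null left 309 in Polr3E_RNAi, 128 in the table labelled Sxl_RNAi, 314 in the one labelled Sxl-RNA and 250 in Sxl-RAC, since it divides the scores by their central spread, which is over 1 in each table (1.05, 1.19, 1.13 and 2.06). Sxl-RAC then no longer had the most called genes. Called genes of Sxl-RAC were 49.4% higher with the main settings, 59.6% and 59.1% with these minimum changes, 58.8% with Bonferroni adjustment and 63.2% with the empirical null. Centring moved no share of higher calls by over 10 percentage points. The correction for length left 1583 called genes in Sxl-RAC, of which 1346 were among the 2326.

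Of 48 correlations between tables under other settings, 43 lay within 0.1 of the main value. Pearson's method gave 0.17 for the knockdown tables (0.31 by rank) and -0.31 for Polr3E_RNAi with Sxl-RAC (-0.16 by rank). Restricting the genes to those called in at least 1 table gave 0.54 for Sxl-RAC with the table labelled Sxl-RNA, -0.41 for Sxl-RAC with the one labelled Sxl_RNAi and -0.39 for Sxl-RAC with Polr3E_RNAi. The same restriction moved Polr3E_RNAi with the table labelled Sxl-RNA the other way, from -0.22 to -0.15. For all these differences the cause was not tested.

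The X chromosome of Sxl-RAC stayed below all random lists under the 5 alternatives, between -0.15 and -0.063. In the table labelled Sxl_RNAi the small X offset moved inside the range of random lists with a mean of at least 1000 (0.0094, percentile 93.3) and without called genes (0.0069, percentile 96.2). In the table labelled Sxl-RNA it moved outside with trimmed means (-0.013, percentile 0.92). The cause was not tested. The spread between the implied attP2 controls kept to between 0.54 and 0.61 under 4 other settings.

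With an inter-gene correlation of 0.05, 18 of the 33 combinations of list and table held. With ranks in place of scores 29 of 33 held, with log2 fold changes 14 of 33 (22 in all, 8 of them not among the 33), without a filter on low counts 33 of 33 and with a mean of at least 100, 30 of the 31 that could be tested. Neither fry nor an estimated inter-gene correlation was possible, because both need values per library.

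No paired analysis was possible because the tables carry no values per library. For the same reason leaving out each replicate in turn and counting other splits of the samples were not run, so no result here has a check against the spread between single libraries beyond the authors' standard errors. Genes with the lowest counts had no adjusted p. The lowest mean with one was 4.19 in Polr3E_RNAi, 8.96 in the table labelled Sxl_RNAi, 3.56 in the one labelled Sxl-RNA and 3.13 in Sxl-RAC. Whether depth set these limits was not tested.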

Other observations

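Chosen only after the results were seen were the tests of shared control libraries, of the distance of the Sxl-RAC control from other groups, of the share of tested genes on chromosome 3 and of yolk protein genes, together with the settings of the implied control means; tests of length were added once the trend with length was known, and those matched on length only or count only after all other results.

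The labels give Sxl-RNA and Sxl-RAC the same control genotype, yet the control means implied by their tables differed. The log2 difference between them had a robust standard deviation of 0.57 across genes, against 0.12 to 0.25 between control and treated means within a table. The same libraries in both tables would give almost no spread (1.1e-04 in simulation), so this argues against shared control libraries. Unequal numbers of libraries are not enough either, since the smallest spread under other assumed numbers was 0.55. A trend with exonic length explained 30.6% of the variance, and 0.43 of the spread was left after its removal, so length is not the whole cause. Controls of different genotypes could lie closer than these controls of the same genotype. The spread was 0.15 between the implied controls of the tables labelled Sxl_RNAi and Sxl-RNA. It was 0.28 from either of them to that of Polr3E_RNAi. The implied Sxl-RAC control lay 0.49 from that of Polr3E_RNAi and 0.57 from that of the table labelled Sxl_RNAi, so it was the one set apart. Control flies or libraries prepared apart from those of the other table stay open, as do differences in library preparation, and the labels give no batch. The value of 0.35 that a shared control would give for the correlation of these tables therefore may not apply.

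By the deposited adjusted p, Sxl-RAC had several times more called genes than any other table. This depends on the null distribution: with the empirical null it had 250, fewer than the 314 of the table labelled Sxl-RNA and the 309 of Polr3E_RNAi, and at an absolute log2 fold change of at least 1 it had 480 against 244 in the next largest. Its implied control was farther than its implied treated mean from 6 of the 6 groups of the other tables (spread 0.46 to 0.66 against 0.33 to 0.49). A candidate explanation of the excess by the deposited adjusted p is that part of the difference between Sxl-RAC and its control lies in the control libraries. The trend with length is not enough for it, since 1583 genes were called after its removal, more than 1.5 times the 489 of the table labelled Sxl-RNA after the same correction. An effect of Sxl-RAC stays open beside an unusual control, and the design does not separate them: the treated mean, too, lay farther from the other groups than most of these lay from each other.

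The X chromosome of Sxl-RAC was lower than the autosomes by 0.14. Several technical explanations have a value against them. X genes differed by -0.11 from autosomal lists matched on exonic length and mean count, and by -0.11 when gene span was matched too, both outside the range of those lists. A change in a few X genes would spare a quartile, but the upper quartile differed by -0.12 and the lower by -0.15. Unusual control libraries cannot be told apart from an effect of Sxl-RAC: the X offset of the implied control was 0.25 and that of the treated mean 0.095, against -0.014 to 0.019 in the other 6 groups, so the control lay farthest out but the treated mean was not inside their range. Female flies among the treated ones would raise yolk protein transcripts, whose median was -0.80 (Yp1 -0.80 ± 0.62, Yp2 -1.19 ± 0.53 and Yp3 0.22 ± 0.14 in the authors' deposited table, none called). The first 2 had means of 39.2 and 83.2 only, and the female-biased gene fit (1.17 ± 0.32) and lncRNA:roX1 (-0.49 ± 0.12) went with that explanation, which stays open. A fall of dosage compensation in neurons that express Sxl-RAC might also give such a shift, and it was not tested beyond these values.

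Called genes were concentrated on chromosome 3 in the knockdown tables. The odds ratio over tested genes was 2.24 in Polr3E_RNAi (adjusted p 5.5e-13 over 12 tests) and 1.57 in the table labelled Sxl_RNAi (adjusted p 2.1e-04), so the share of tested genes on that chromosome is not the cause. In Polr3E_RNAi 76.7% of calls with an absolute log2 fold change of at least 1 and 58.5% of smaller ones lay there (Fisher's exact test, p 0.0011). These shares were 63.7% and 51.6% in the table labelled Sxl_RNAi (p 0.061). Strain differences might be seen as runs of neighbouring called genes. Neighbouring pairs on chromosome 3 were 1.98 times as frequent as in 10000 permutations in Polr3E_RNAi and 3.69 times in the table labelled Sxl_RNAi, but the ratios on chromosomes 2 and X were 1.55 and 2.78. The difference between chromosomes was not past chance (binomial test, p 0.80 and 0.56, added after the ratios were seen), and neighbouring genes also share regulation, so strain differences cannot be told apart from effects of the hairpins. Without chromosome 3 the correlation of the knockdown tables was 0.34.

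In the table labelled Sxl_RNAi, w rose by 6.01 and Hsp70Bb by 11.58. A heat-shock response is not enough for this: heat-inducible genes outside the Hsp70 family had a median of 0.23, with 7 of 8 higher, none called and Hsp68 the highest at 0.68, so at most a small response accompanied it. The 10 genes nearest to w had a median of 0.26 with 2 called (CG14419 and CG3588), and those nearest to Hsp70Bb 0.15 with none called, so the loci as a whole did not rise to a like degree. Transgene vectors carry copies of w as an eye-colour marker and of Hsp70 promoter or terminator sequence, and reads from such a vector counted on these genes are a candidate explanation. The same may hold for y, another vector marker, whose 10 nearest genes had a median near 0 in Polr3E_RNAi with none called. Which vectors the treated and control lines carry was not examined. While vector reads stay possible, these genes are unsafe as readouts.

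Fat body may account for part of the opposition between knockdown and overexpression tables. From a list of 15 marker genes written before this test, those with a mean of at least 10 had a median of -0.37 in Polr3E_RNAi (12 of 13 lower), -0.30 in the table labelled Sxl_RNAi (10 of 14 lower), 0.27 in the one labelled Sxl-RNA (10 of 14 higher) and 0.32 in Sxl-RAC (9 of 13 higher). Its 3 most abundant members followed this order. In the authors' deposited tables apolpp stood at -0.72, -0.47, 0.38 and 1.02, Lsp1beta at -0.51, -0.43, 0.06 and 1.60, and FASN1 at -0.37, -0.14, 0.54 and 0.57. Most of these values were not called. Those called were apolpp in Polr3E_RNAi and Sxl-RAC, Lsp1beta in Sxl-RAC and FASN1 in the table labelled Sxl-RNA. Against it, Lsp1alpha was called lower in the authors' deposited table labelled Sxl-RNA (-1.50, adjusted p 1.3e-15), and stood at -0.15 in the one for Sxl-RAC. In the authors' deposited table labelled Sxl-RNA, Fbp1 (-2.46 ± 1.05) and Fbp2 (-2.21 ± 1.31) were lower too, neither of them called. Heads contain fat body, so a different amount of it in the samples, or a different state of it, both stay open.

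List shifts were set against random lists of like exonic length and mean count. Cytosolic ribosomal protein genes differed from lists matched on exonic length and mean count by -0.21 in Polr3E_RNAi, by 0.13 in the table labelled Sxl-RNA and by 0.30 in Sxl-RAC, each outside the range of 2000 such lists, so the trend with length is not the whole cause. The largest rise was in Sxl-RAC, where Polr3E stood at 0.03 (adjusted p 0.93) and the control was possibly unusual, while in Polr3E_RNAi and the table labelled Sxl-RNA these genes moved in the direction of Polr3E. A link with the level of Polr3E was not tested and stays open. For synaptic genes in Sxl-RAC the difference was -0.020, inside the range. Matched on exonic length only, their median lay inside the range too (-0.30 to -0.089), and matched on mean count only it lay below it (-0.24 to 0.076). Their fall is consistent with a trend with length, and an effect on synaptic genes of the same size stays open.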
